A study of Mus musculus with 112 samples. Its data were reported in "Identification of tissue‐specific transcriptional markers of caloric restriction in the mouse and their use to evaluate caloric restriction mimetics" (2017).

How the data were processed

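Total RNA was taken from the cerebral cortex of 112 male mice of 7 strains, 8 on a control diet and 8 on a calorie restricted (CR) diet in each strain, with 1 array per mouse. Per the labels, mice arrived at 6 weeks of age, were housed singly and ate 84 kcal per week of a diet of the AIN93M type until 8 weeks, when the diets were assigned. By the study's methods, food from then on was not the same in every strain: Balbc/J mice on both diets were given more than those of B6C3F1/J, DBA/2J, CBA/J and C3H/HeJ, and CR mice of 129S1/SvImJ and C57BL6/J had their food lowered further partway. Tissue was collected at 22 weeks after an overnight fast. RNA was extracted with Trizol, and biotin-labelled cRNA was hybridised to Affymetrix Mouse Gene ST arrays.

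The authors made the deposited log2 values with Affymetrix Expression Console and its gene-level RMA-Sketch algorithm, which corrects background, normalizes probes by quantiles and summarises each probe set. Versions of both, and whether all arrays were normalized in 1 run, are not given in the sources used here. RMA sets arrays to a common distribution, so a shift shared by all genes of an array would not be seen. Array medians lay between 7.14 and 7.26 log2 units, and 0 values were missing. The arrays' probes were designed on a reference genome, and how sequence differences between strains alter a probe set's signal was not examined here. Such differences can alter the signal of 1 probe set between strains, and so the strain and hybrid results. Levels were not compared between probe sets.

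There were 35556 probe sets in the deposited values. The platform annotation gave exactly 1 gene symbol for 21789 of them, several for 1621, and none for 12146, which are unnamed here. Of those with 1 symbol, 21698 were matched to a current gene reference by gene number and 0 symbols changed. A gene was represented by its probe set of highest mean over the 112 arrays, which applied to 999 genes with over 1 probe set and left 19938 genes. No filter on low signal was applied. The table had 0 unused sample columns, and 0 pairs of arrays held identical values.

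All comparisons used 1 linear model with a mean for each of the 14 strain and diet groups, fitted to the log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 98 residual and 4.62 prior degrees of freedom, two-sided). Files were read with the R package data.table (version 1.17.8), and plots were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The CR effect across strains was the mean of the 7 within-strain differences, CR minus control. The CR effect within each strain, the strain by diet interaction (moderated F), strain differences among control mice (moderated F) and the hybrid B6C3F1/J against the mean of its parental strains came from the same fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Following the study's methods, genes with an unadjusted p under 0.01 in at least 3 strains were also counted, with the Poisson-binomial number expected for independent strains. The methods' t-test was run on the same arrays, on log2 and on linear signal. Agreement between strains was the mean of the 21 Pearson correlations of within-strain differences over genes, with diet labels permuted 99 times within strain. A CR effect counted as bounded when its 95% confidence interval lay within a change of 20%.

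Gene lists were 24 pathways, 16 cell types or brain regions and 4 lists named by the study, 44 in all. They were tested on the CR effect across strains with limma's camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry. Camera compares a list with the other genes, while fry asks whether its genes move on balance in 1 direction. Groups, tests, lists, the rule for named genes and most alternatives were fixed before the data were examined. The 16 lists described most fully, a list of cerebellar genes and the alternatives built on it were chosen after results had been seen.

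Genes named across strains were the 12 highest and 12 lowest called genes with 1 sign in at least 6 strains. The text further names 2 called genes each way within a strain, 6 for the interaction by smallest p, 6 for strains by the range of control means, 2 each way for the hybrid, those past p 0.01 in at least 4 strains, and up to 4 members per list, called ones first and then by smallest p. Nnt and Gabra2 were named in advance as checks of the strain labels. Named genes outside this rule are marked as chosen after their values were seen.

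The alternatives were another normalization or centring, a limit to genes above the median gene, a robust eBayes with trend, array weights, the replicate number as a block within strain, covariates for array quality and for other tissues, leaving out each strain, every probe set on its own, a plain 2-way model and a test against a change of 1.1-fold. Arrays high in cerebellar genes were left out, and the interaction was limited to the 4 strains given the same food, as alternatives added later. The covariate from red blood cell genes rests on 2 of the list's 10 members, since the hemoglobin probe sets carry several symbols, so it says nothing of blood.

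The model was tested on simulated data with 200 of 19938 genes changed and independent noise. Across strains, 68.7% of changes of 0.1 log2 units, 95.5% of 0.2 and 100% of 0.4 were recovered, and 14 of 190 calls were of unchanged genes. Within C57BL6/J the shares were 1.49%, 32.8% and 89.4%. For an interaction in 1 strain they were 0%, 13.4% and 71.2%, for a strain difference 1.49%, 29.9% and 86.4%, and for the hybrid 5.97%, 44.8% and 86.4%. With no change simulated, 0 genes were called in any CR contrast or the interaction. A list of 20 genes shifted by 0.05 log2 units was called with an adjusted p of 3.54e-24, and 0 lists were called without a shift. The noise was independent, so these values do not show how the model fares when genes vary together. With diet permuted on the real arrays, a median of 0 genes but up to 1099 were called across strains. Camera then called a median of 8 lists.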

Results

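Gene expression was measured in the cerebral cortex of 112 male mice from 7 strains, with 8 mice on a control diet and 8 on a calorie restricted (CR) diet in each strain. The strains were the inbred 129S1/SvImJ, Balbc/J, C57BL6/J, C3H/HeJ, CBA/J and DBA/2J and the hybrid B6C3F1/J, the offspring of C57BL6/J and C3H/HeJ parents. Diets ran from 8 to 22 weeks of age. Each mouse gave 1 array, and 19938 genes were tested as log2 RMA signal. Over 200 genes that separate the strains, chosen on these same arrays, 112 of 112 arrays lay nearest to their own strain. The number of arrays limits the precision: the median standard error of a CR difference was 0.026 log2 units across the 7 strains and 0.068 within 1 strain.

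A pair of control arrays stood apart from the rest in genes of the cerebellum, a brain region that is not part of the cortex. In C57BL6/J control replicate 6 the 12 cerebellar genes lay a median of 4.42 log2 units above the other 7 arrays of the group, and in B6C3F1/J control replicate 8 they lay 4.32 above. Gabra6, a GABA receptor subunit of cerebellar granule cells, was higher by 6.66 and 6.59 log2 units in these arrays. Tbr1, a transcription factor of cortical excitatory neurons, differed by -4.39 and -4.04, and the median of 10 excitatory neuron genes by -1.31 and -1.21. DBA/2J control replicate 8 and CBA/J CR replicate 6 had cerebellar medians 1.69 and 1.23 log2 units above their groups. All 4 arrays are included below except where they are said to be left out.

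**Figure D1:**
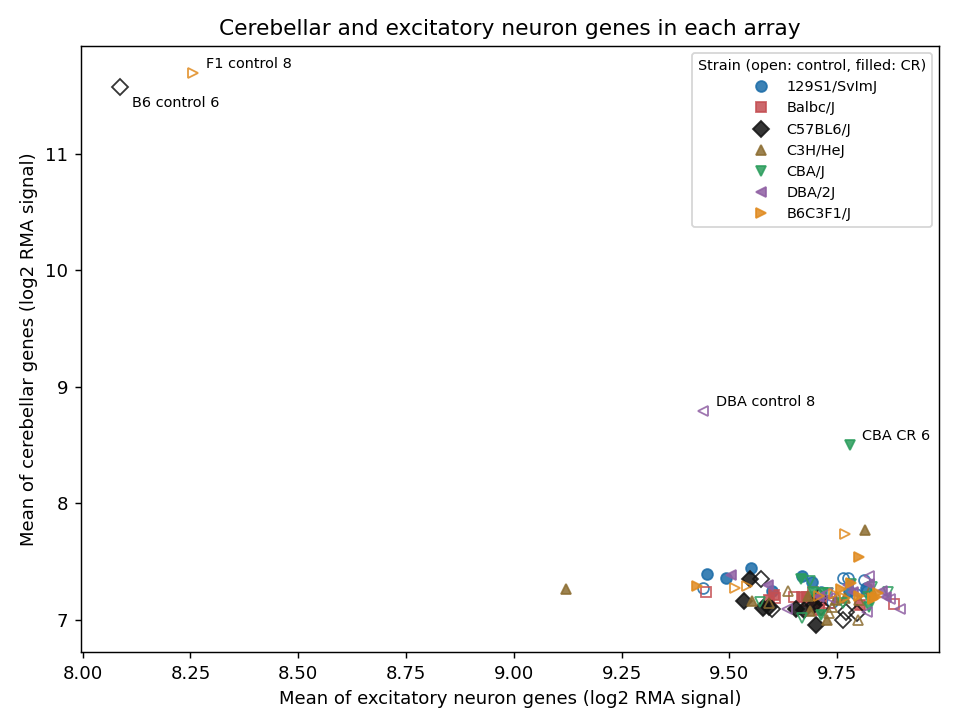
Mean log2 RMA signal of cerebellar genes (y axis) against that of excitatory neuron genes (x axis) for each of the 112 arrays, coloured by strain, with open symbols for control and filled symbols for CR mice. The 2 control arrays at the upper left lie far above the median array at 7.2 on the cerebellar axis, 2 further labelled arrays lie over 1 log2 unit above it, and the highest of the other arrays is at 7.77.

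The first comparison asked which genes respond to CR in the cortex over all strains. Rpe65, which encodes the retinoid isomerohydrolase of the visual cycle, rose most, by 25.8% (0.33 ± 0.059 log2 units, SE, n = 8 mice per diet and strain, adjusted p = 0.000189), from a mean log2 signal of 6.3 in control to 6.64 in CR mice. Etnppl, an enzyme of astrocytes that degrades phosphoethanolamine, rose by 0.28 ± 0.073 (adjusted p = 0.0209) and was higher in 6 strains. The interferon-induced genes Ifit3 and Ifit3b rose by 0.24 ± 0.039 (adjusted p = 5.41e-05) and 0.23 ± 0.049 (adjusted p = 0.00301). Txnip, an inhibitor of thioredoxin that responds to glucose, rose by 0.19 ± 0.033 (adjusted p = 8.23e-05), and Mc4r, the melanocortin receptor that restrains feeding, by 0.20 ± 0.050 (adjusted p = 0.0167). The other genes with the largest rises among those of 1 sign in at least 6 strains were Map3k19 (0.21 ± 0.031, adjusted p = 3.66e-06), the cytochrome P450 gene Cyp2c67 (0.28 ± 0.067, from a low control level of 3.76), Iqgap2 (0.20 ± 0.050), the calmodulin-dependent kinase gene Camk1g (0.19 ± 0.045), Uprt (0.19 ± 0.037) and the postsynaptic scaffold gene Homer1 (0.18 ± 0.055, adjusted p = 0.0462). When single strains were left out, calls were lost for Etnppl (4 of 22 alternatives, adjusted p 8.73e-05 to 0.152 over all of them), Mc4r (3 of 22, 0.00627 to 0.104), Cyp2c67 (2 of 22, 0.00541 to 0.077), Camk1g (2 of 23, 0.000249 to 0.0596), Ifit3b (1 of 22, 0.000177 to 0.0571) and Iqgap2 (1 of 23, 0.00157 to 0.128). The difference of Iqgap2 was as small as 0.131 over its 23 alternatives. Homer1 lost its call in 10 of 23 alternatives, among them without B6C3F1/J control replicate 8 (0.16, adjusted p = 0.0539, range over all 23 alternatives 0.0139 to 0.264), and its difference was 0.11 without all 4 arrays high in cerebellar genes (C57BL6/J control replicate 6, B6C3F1/J control replicate 8, DBA/2J control replicate 8 and CBA/J CR replicate 6).

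Nr1d1, which encodes the circadian repressor REV-ERB alpha, had the largest decrease in CR mice. It fell by 0.27 ± 0.029 log2 units (SE, adjusted p = 4.16e-11), a change of -16.9%, and was lower in 7 of 7 strains. Mtss2 fell by 0.18 ± 0.030 (adjusted p = 5.41e-05) and Gdf11, a secreted factor of the TGF-beta family, fell by 0.15 ± 0.024 (adjusted p = 4.26e-05), and both were lower in all 7 strains. The neurotransmitter receptor genes Grin2c, a subunit of the NMDA receptor, and Gabrd, a subunit of the GABA-A receptor, fell by 0.17 ± 0.050 (adjusted p = 0.0375) and fell by 0.15 ± 0.037 (adjusted p = 0.00899). Other decreases were -0.15 for the cell adhesion gene Mcam, -0.14 for the phosphatase gene Inpp5j, -0.14 for Lurap1, -0.14 for Abcc8, which encodes a subunit of ATP-sensitive potassium channels, -0.13 for the DNA demethylase gene Tet3, -0.12 for Id2 and -0.13 for Srrm4, a regulator of neuronal splicing, with adjusted p between 0.000133 and 0.0372. Calls were lost in some alternatives, mostly when a strain was left out, for Inpp5j (7 of 23, adjusted p 0.021 to 0.203 over all of them), Grin2c (6 of 23), Abcc8 (5 of 23, 0.00391 to 0.0892), Lurap1 (3 of 23, 0.000698 to 0.109) and Gabrd (2 of 23, 0.00291 to 0.063). With the spread of relative log expression as a covariate the first 4 of these lost their calls. The decreases of Inpp5j and Lurap1 were -0.103 and -0.0997 without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8, and as small as -0.092 and -0.0947 over all alternatives. The decrease of Grin2c was -0.11 (adjusted p = 0.00013, range over its 23 alternatives 0.000106 to 0.246) without both of these arrays.

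**Figure D2:**
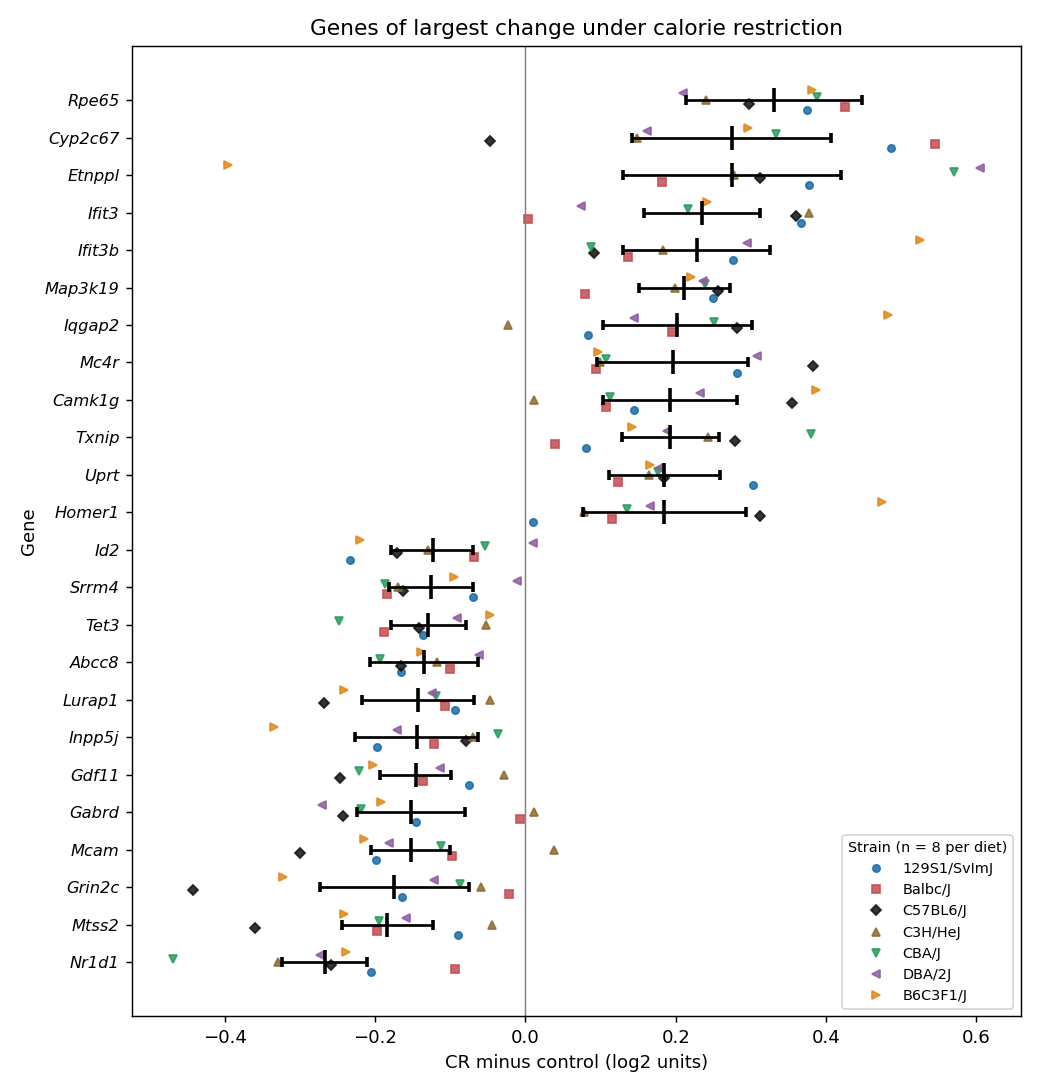
Difference between CR and control mice (x axis, log2 units) for the 12 genes with the largest increase and the 12 with the largest decrease across strains among called genes of 1 sign in at least 6 strains, with 1 coloured point per strain (n = 8 mice per diet) and a black bar for the mean over strains with its 95% confidence interval. Rpe65, at 0.33, and Nr1d1, at -0.27, lie at the top and the bottom.

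In all, limma called 467 of the 19938 genes, 234 higher and 233 lower in CR mice, and 430 of them had the same sign in at least 6 strains. The changes were small: the median size of a called change was 0.082 log2 units, 9 genes passed 0.2 log2 units, and 0 genes passed limma's test against a change of 1.1-fold, with 2854 genes at an unadjusted p under 0.05 in the test of any change and 493 called by a plain 2-way model. For 99.2% of all genes the 95% confidence interval across strains lay within a change of 20%. Without the 2 control arrays highest in cerebellar genes (C57BL6/J control replicate 6 and B6C3F1/J control replicate 8), 870 genes were called, 349 higher and 521 lower, of which 439 were among the 467. Without all 4 arrays high in cerebellar genes 322 were higher and 553 lower. The count was 1193 with array weights (489 higher and 704 lower), and 246, 289, 253 and 272 without 129S1/SvImJ, C57BL6/J, CBA/J or DBA/2J. The spread of relative log expression, a measure of array quality, had a mean of 0.168 in control and 0.149 in CR arrays, and with it as a covariate 487 genes were called, 200 higher and 287 lower, of which 310 were among the 467.

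The chaperones and folding enzymes of the endoplasmic reticulum were higher in CR mice as a group. Of the 20 genes measured, 16 had a positive difference, 10 rose and 0 fell over all genes tested, and 12 rose when adjusted over the list alone. Hspa5, which encodes the chaperone BiP, rose by 13.4% (0.18 ± 0.031 log2 units, SE, adjusted p = 0.000124). The disulfide isomerase genes Pdia6 and Pdia4 rose by 0.12 ± 0.027 (adjusted p = 0.00395) and 0.12 ± 0.027 (adjusted p = 0.0052), and Manf, a secreted survival factor of the same compartment, by 0.097 ± 0.023 (adjusted p = 0.00836). Pdia4 and Manf lost their calls in 1 of 23 alternatives each (adjusted p 0.000591 to 0.0732 and 0.00352 to 0.0907 over all of them). Hspa5, Pdia6, Pdia4 and Manf were each higher in 7 of 7 strains, and the list median of 0.062 log2 units was above 0 in 7 strains, from 0.017 in Balbc/J to 0.14 in 129S1/SvImJ. Camera called the list (adjusted p = 2.77e-12), and the call was lost at adjusted p = 0.147 with an estimated correlation. In fry, which tests whether the genes move on balance in 1 direction, the adjusted p was 0.00231.

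Genes of sterol synthesis and uptake were called higher by camera (adjusted p = 9.52e-05), but not with an estimated correlation (adjusted p = 0.907) or by fry (adjusted p = 0.192). Their median was 0.038 log2 units and was positive in 7 strains. Of 20 genes, 16 were positive and 3 rose over all genes tested (7 when adjusted over the list alone). They were Fdps, which makes farnesyl diphosphate (0.11 ± 0.026 log2 units, adjusted p = 0.00675), Msmo1, a sterol demethylase (0.14 ± 0.036, adjusted p = 0.0225), and Idi1, an isomerase of the isoprenoid pathway (0.13 ± 0.038, adjusted p = 0.0479). The difference of Nsdhl was 0.076 (adjusted p = 0.0675). Idi1 lost its call in 12 of 23 alternatives, among them without C57BL6/J control replicate 6 (adjusted p = 0.0577) or without B6C3F1/J control replicate 8 (adjusted p = 0.0635, range over its 23 alternatives 0.0219 to 0.195). Msmo1 lost its call in 6 of 23 alternatives (adjusted p 0.00383 to 0.12 over all of them) and Fdps in 1 (0.00199 to 0.0767), and the difference of Msmo1 was 0.089 without these arrays, DBA/2J control replicate 8 and CBA/J CR replicate 6.

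The study chose a list of 28 cortex genes on these same arrays, so its direction here is not independent evidence. Of the 26 measured, 12 passed p 0.01 in at least 3 strains by the methods' t-test and 10 by limma. The study listed genes for passing this rule on these arrays, so fewer of them passed here than in the study. The reason was not tested. Over all genes tested 12 rose and 7 fell, and 14 rose and 9 fell when adjusted over the list alone, which is not independent evidence either. Nat8, an acetyltransferase gene, rose by 0.15 ± 0.024 log2 units (SE, adjusted p = 2.43e-05), while Mmp14, a membrane-bound matrix metalloproteinase, fell by 0.12 ± 0.020 (adjusted p = 4.26e-05). Rpe65, Ifit3, Gdf11, Gja1, S1pr1, Fgfrl1, Cldn5 and Ciart, named elsewhere, also belong to this list. Camera called it higher (adjusted p = 0.0241, median 0.064), with adjusted p = 0.494 with an estimated correlation, adjusted p = 0.0301 by fry and adjusted p = 0.0666 without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 (range over its 17 alternatives 0.00334 to 0.494).

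In total camera called 3 of 44 lists, all higher in CR mice, none with an estimated correlation, where the lowest adjusted p was 0.147, and fry called 2. Without the 2 control arrays highest in cerebellar genes it called 5, and without C57BL6/J control replicate 6 or B6C3F1/J control replicate 8 alone it called 5 and 6. With diet permuted within strain, camera called a median of 8 lists, so the number of called lists is no more than permuted diets give.

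Genes of the circadian clock moved in both directions: 3 of 16 rose and 2 fell, and the list was not called (adjusted p = 0.293, median 0.020) except in 2 of 17 alternatives (range 0.00132 to 0.964). Besides the fall of Nr1d1, the period genes Per2 and Per3 rose by 0.21 ± 0.031 log2 units (SE, adjusted p = 3.66e-06) and 0.12 ± 0.019 (adjusted p = 2.18e-05), and the repressor gene Cry1 rose by 0.11 ± 0.025 (adjusted p = 0.0082). Among glucocorticoid-induced genes 2 of 18 rose, namely Fkbp5, a co-chaperone of the glucocorticoid receptor (0.15 ± 0.039, adjusted p = 0.0164), and Tsc22d3, the leucine zipper gene GILZ (0.11 ± 0.031, adjusted p = 0.0325). Each lost its call in 3 of 23 alternatives (adjusted p 0.00696 to 0.156 and 0.00488 to 0.276 over all of them), and Cry1 in 1 (6.54e-06 to 0.0779). Mt2 and Zbtb16 had differences of 0.061 (adjusted p = 0.242) and 0.12 (adjusted p = 0.378), and the list's adjusted p was 0.0662. Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8, Mt2 rose by 0.084 (adjusted p = 0.00872, range over its 23 alternatives 0.00872 to 0.653), and when DBA/2J control replicate 8 and CBA/J CR replicate 6 were left out as well, the list was called (adjusted p = 0.0474, range over its 17 alternatives 0.000416 to 0.967), though not with all arrays and an estimated correlation (adjusted p = 0.907). In the insulin, IGF and FoxO list, Irs2, an insulin receptor substrate, rose by 0.11 ± 0.025 (adjusted p = 0.00475, lost in 1 of 23 alternatives, range 0.000534 to 0.0797) along with Txnip, and Irs1 and Foxo3 had differences of -0.086 (adjusted p = 0.055) and -0.071 (adjusted p = 0.0789). That list was not called (adjusted p = 0.691), and its median was -0.00082 while its mean was 0.0060 and the test pointed up.

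Among astrocyte markers, the gap junction gene Gja1 (0.096 ± 0.016 log2 units, SE, adjusted p = 9.74e-05) and the sphingosine phosphate receptor gene S1pr1 (0.099 ± 0.017, adjusted p = 0.000137) rose and Acsbg1, an acyl-CoA synthetase gene, fell by 0.081 ± 0.023 (adjusted p = 0.0359, lost in 7 of 23 alternatives, range 0.00927 to 0.144), whereas Gjb6 had a difference of 0.12 (adjusted p = 0.071) and was called without C57BL6/J control replicate 6 (0.13, adjusted p = 0.0393) or B6C3F1/J control replicate 8 (0.13, adjusted p = 0.0467, range over its 23 alternatives 0.00948 to 0.462). With 7 of 14 genes positive, the astrocyte list was not called (adjusted p = 0.34, median 0.00063) except in 1 of 17 alternatives (range 0.0415 to 0.907). Neuropeptide genes were positive in 13 of 15 cases, with only Scg2, a secretory granule protein gene, called (0.12 ± 0.035, adjusted p = 0.0431), and Crh, Npy1r and Vgf at 0.080 (adjusted p = 0.156), 0.15 (adjusted p = 0.35) and 0.093 (adjusted p = 0.42). The list's adjusted p was 0.0504 with a median of 0.053, it was called in 8 of 17 alternatives (range 0.00996 to 0.907), and without both of these control arrays the median was 0.00067. The neuropeptide list was not called with all arrays and an estimated correlation (adjusted p = 0.907). Scg2 lost its call in 12 of 23 alternatives, among them without C57BL6/J control replicate 6 (adjusted p = 0.0531) or B6C3F1/J control replicate 8 (adjusted p = 0.0602, range over its 23 alternatives 0.0165 to 0.141).

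Cytosolic ribosomal protein genes had a median of -0.016 log2 units, with 34 of 50 negative and none called (adjusted p of the list = 0.0504). Rpl19 and Rpl24 had differences of -0.057 (adjusted p = 0.0737) and -0.073 (adjusted p = 0.082). Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 the list was called lower (adjusted p = 0.000634, range over its 17 alternatives 0.000119 to 0.907) and 3 of its genes were called lower, Rpl19 at -0.068 and Rpl24 at -0.085 among them. The list was not called with all arrays and an estimated correlation (adjusted p = 0.907). Rpl19 and Rpl24 were each also called without either array alone. Synaptic protein genes, with Shank1 at -0.071 (adjusted p = 0.288) and Snap25 at 0.039 (adjusted p = 0.19), were not called (adjusted p = 0.871), and their median of 0.0041 and mean of 0.0060 opposed the downward test. Without both arrays the list was called lower, with a median of -0.027 (adjusted p = 0.00258, range over 17 alternatives 0.00258 to 0.984), and Shank1 fell by 0.10, but the list was not called with all arrays and an estimated correlation or by fry (adjusted p = 0.984). Of 73 genes of oxidative phosphorylation, the complex III genes Uqcrb and Uqcrh were called in opposite directions, at 0.086 ± 0.024 (adjusted p = 0.0287) and -0.066 ± 0.019 (adjusted p = 0.0433), Uqcrb losing its call in 4 of 23 alternatives (0.00234 to 0.171) and Uqcrh in 7, and Ndufb8 had -0.068 (adjusted p = 0.0697). That list was not called (adjusted p = 0.708, median -0.0012), and Uqcrh was not called without B6C3F1/J control replicate 8 (adjusted p = 0.0597, range over its 23 alternatives 0.0207 to 0.314), while Ndufb8 was called without C57BL6/J control replicate 6 (-0.072, adjusted p = 0.0423, range over its 23 alternatives 0.013 to 0.346).

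Markers of tissues next to the cortex were measured as well. All 14 choroid plexus genes had positive differences and none was called, with Calml4 at 0.11 (adjusted p = 0.224) and Sostdc1 at 0.15 (adjusted p = 0.553), a median of 0.051 and an adjusted p of 0.112. Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 the list was called higher (adjusted p = 0.0133, range over 17 alternatives 0.00544 to 0.932), but not with all arrays and an estimated correlation (adjusted p = 0.907). Of 7 thalamus genes 6 were positive and none was called. Slc17a6, a glutamate transporter, was at 0.19 (adjusted p = 0.177) and Tcf7l2 at 0.091 (adjusted p = 0.229). The adjusted p of the thalamus list was 0.0504 (median 0.068). It was 0.0474 when these arrays, DBA/2J control replicate 8 and CBA/J CR replicate 6 were left out, and 0.0452 with the replicate block. The range over 17 alternatives was 0.00834 to 0.907, the upper end with all arrays and an estimated correlation. In the interferon list Ifit3 was the only one of 25 genes called (adjusted p = 0.708, median -0.0025, mean 0.0081, test up), and in the retinoid list Rpe65 was the only one of 15 (adjusted p = 0.569, median 0.0089), with Stra6, a retinol transporter gene, at 0.071 (adjusted p = 0.0582), called without C57BL6/J control replicate 6 (adjusted p = 0.0371, range over its 23 alternatives 0.00954 to 0.232). Homer1 was the only one called of 23 activity-induced immediate early genes (adjusted p = 0.293, called in 2 of 17 alternatives, range 0.00101 to 0.93), whose median was 0.045 with all arrays and 0.0021 without the 2 control arrays.

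**Figure D3:**
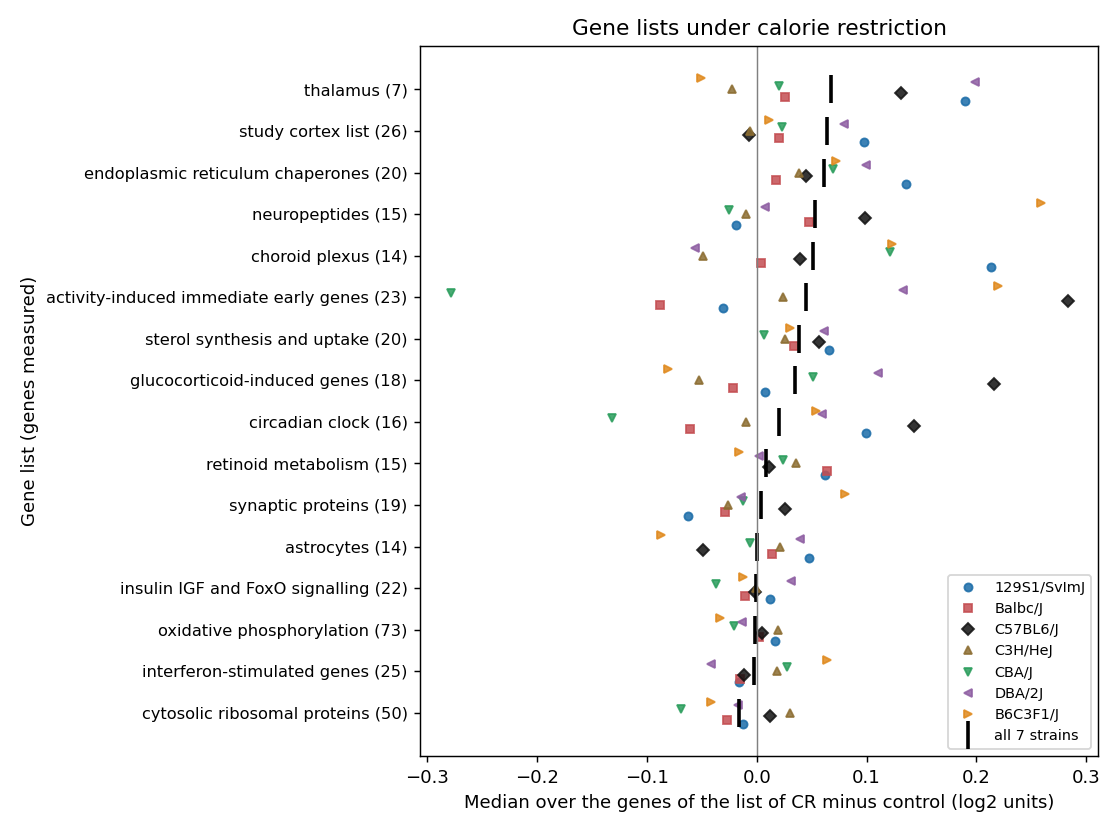
Median difference between CR and control mice over the genes of each of 16 lists (x axis, log2 units), with 1 coloured point per strain (n = 8 mice per diet) and a black bar for all 7 strains together. The endoplasmic reticulum chaperones, at 0.062, and the sterol genes, at 0.038, have positive medians in 7 strains.

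Within single strains, C57BL6/J and CBA/J had the most called genes. In C57BL6/J 6 genes rose and 11 fell. Per2 rose by 0.50 ± 0.081 log2 units (SE, adjusted p = 0.000263) and Sgk1, a kinase induced by glucocorticoids, by 0.48 ± 0.11 (adjusted p = 0.0371), whereas Mtss2 and Plekho2 had differences of -0.36 ± 0.080 (adjusted p = 0.0371) and -0.34 ± 0.070 (adjusted p = 0.017). In CBA/J 8 genes rose and 12 fell, among them Txnip (0.38 ± 0.086, adjusted p = 0.0325), the tRNA-modifying enzyme gene Lcmt2 (0.36 ± 0.083, adjusted p = 0.0354), Nr1d1 (-0.47 ± 0.075, adjusted p = 0.000212) and the TNF receptor family gene Tnfrsf25 (-0.39 ± 0.082, adjusted p = 0.0252). In 129S1/SvImJ only Pnrc2, which takes part in mRNA decay, was called (0.33 ± 0.064, adjusted p = 0.0299).

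Balbc/J, C3H/HeJ, DBA/2J and B6C3F1/J had 0 called genes by limma, against 1326, 527, 1128 and 1521 genes at an unadjusted p under 0.05. The methods' t-test gave 0 genes in these 4 strains after Benjamini-Hochberg and 1570, 713, 1390 and 646 at an unadjusted p under 0.05. It also gave 0 in 129S1/SvImJ and C57BL6/J, with 1383 and 1479 at an unadjusted p under 0.05, and 19 in CBA/J. At an unadjusted p under 0.01, where 199.38 genes are expected with no effect, limma counted 363 genes in 129S1/SvImJ, 346 in Balbc/J, 630 in C57BL6/J, 99 in C3H/HeJ, 491 in CBA/J, 286 in DBA/2J and 330 in B6C3F1/J. In the same order the methods' t-test counted 353, 377, 412, 114, 726, 336 and 118, so B6C3F1/J lay above the expected number by limma and below it by that test. A call in 1 strain and none in another does not show that they differ, which the interaction below tests.

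The within-strain counts moved with the 2 control arrays highest in cerebellar genes (C57BL6/J control replicate 6 and B6C3F1/J control replicate 8). Without both, limma called 11 genes in 129S1/SvImJ, 1 in Balbc/J, 72 in C57BL6/J and 75 in CBA/J. Without C57BL6/J control replicate 6 alone it called 31 in C57BL6/J and 33 in CBA/J, and without B6C3F1/J control replicate 8 alone 78 in C57BL6/J. In C57BL6/J, Sgk1 (0.46, adjusted p = 0.0558) and Mtss2 (-0.28, adjusted p = 0.0945) lost their calls without that strain's control replicate 6, with ranges over 9 alternatives of 0.0103 to 0.385 and 0.00547 to 0.385. Per2 and Plekho2 in C57BL6/J lost theirs in 1 of 9 alternatives each (0.000128 to 0.0508 and 0.00499 to 0.328), and Pnrc2 in 129S1/SvImJ in 2 (0.000122 to 0.277). Txnip in CBA/J (0.34, adjusted p = 0.0629, range over 9 alternatives 0.00526 to 0.0629) lost its call when DBA/2J control replicate 8 and CBA/J CR replicate 6 were left out as well. Fitted on the 16 arrays of the strain alone, 0 genes were called in 129S1/SvImJ and C57BL6/J and 31 in CBA/J.

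Whether the response to CR differs between strains was tested by the interaction, which called 8 genes. Food allotments were not the same in every strain, so over all 7 the test does not separate strain from allotment. Limited to B6C3F1/J, DBA/2J, CBA/J and C3H/HeJ, which were given the same food, a test chosen after results were seen, it called 0 genes, with 972 at an unadjusted p under 0.05. Per2, picked on all strains, had an unadjusted p of 0.00213 there (adjusted p = 0.712, range over its 10 alternatives 0.00313 to 0.712). Per2 (adjusted p = 0.0131) differed by 0.50 log2 units in C57BL6/J and 0.37 in B6C3F1/J but by -0.11 in Balbc/J and -0.065 in CBA/J (SE 0.081 each, n = 8 mice per diet). The clock-controlled transcription factor gene Tef (adjusted p = 0.0338) ranged from 0.22 in 129S1/SvImJ to -0.17 in CBA/J, and Ciart, a repressor of the clock (adjusted p = 0.0338), from 0.35 in C57BL6/J to -0.44 in CBA/J. Cldn5, the main claudin of brain endothelial junctions (adjusted p = 0.0291), was 0.27 in Balbc/J and -0.25 in 129S1/SvImJ (SE 0.070). Jmjd6, a lysyl hydroxylase gene (adjusted p = 0.0338), ranged from 0.079 in 129S1/SvImJ to -0.20 in CBA/J, and 2610524H06Rik (adjusted p = 0.0397) from 0.16 in Balbc/J to -0.23 in C57BL6/J. Tm6sf2 and the clock output gene Dbp (adjusted p = 0.0397 each) were the remaining ones, both named after their values were seen. The call of 2610524H06Rik was lost without B6C3F1/J control replicate 8 (adjusted p = 0.0608, range over 10 alternatives 0.0183 to 0.67), and those of Ciart and 2610524H06Rik without that array, C57BL6/J control replicate 6, DBA/2J control replicate 8 and CBA/J CR replicate 6 (adjusted p = 0.0547 each, range for Ciart over 10 alternatives 0.00136 to 0.792). Dbp lost its call without B6C3F1/J control replicate 8 (adjusted p = 0.0507), C57BL6/J control replicate 6 (0.0519), both (0.0518) or all 4 (0.0547), and Dbp and Tm6sf2 lost theirs with each array centred (0.0633 and 0.0983), with ranges over 10 alternatives of 0.00506 to 0.93 and 0.00313 to 0.605. With array weights 33 genes were called.

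**Figure D4:**
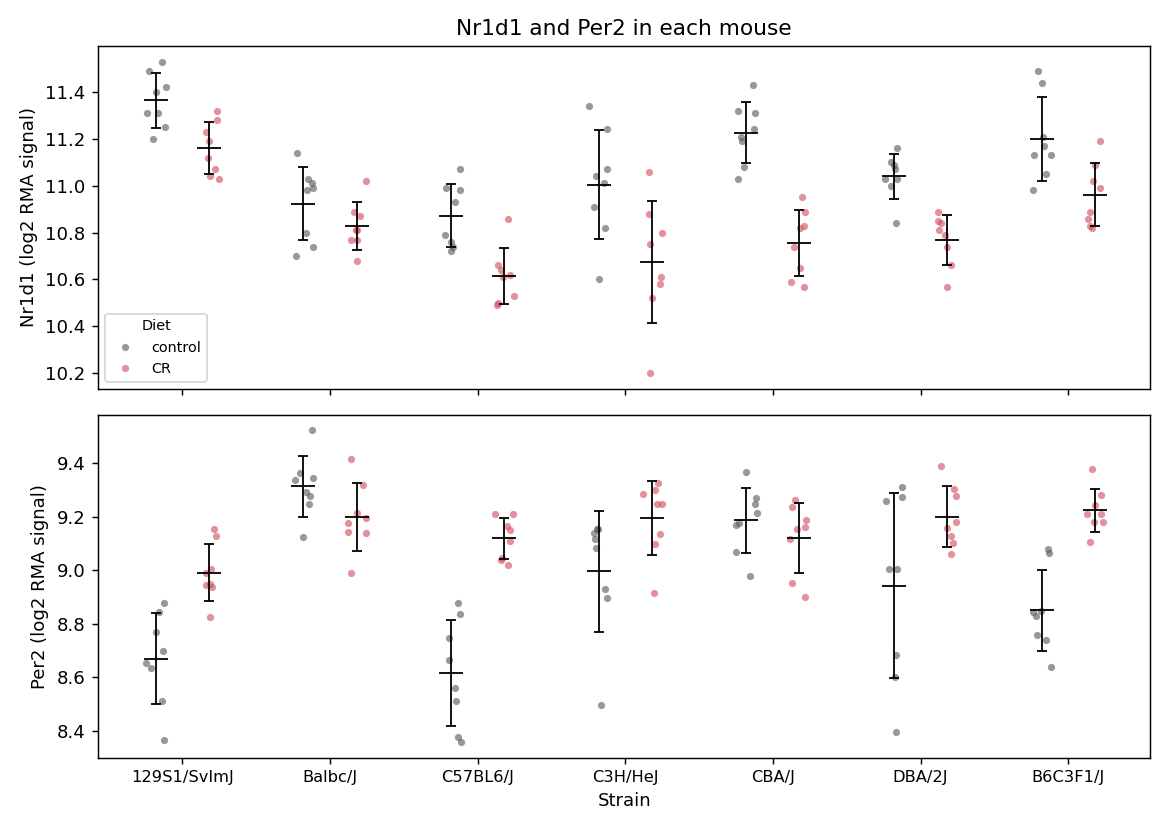
Log2 RMA signal (y axis) of Nr1d1 and Per2 in each control (grey) and CR (red) mouse by strain (x axis), with the mean and SD of each group of 8. Nr1d1 is lower in CR mice in 7 strains, by between -0.093 in Balbc/J and -0.47 in CBA/J, and Per2 is higher by 0.50 in C57BL6/J and by -0.11 in Balbc/J, where it is lower.

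The study's own rule for a shared CR response is an unadjusted p under 0.01 in several strains. With limma's p, Nr1d1 met it in 6 strains, Map3k19 in 5, and Per2 and Fgfrl1, a fibroblast growth factor receptor-like gene, in 4. Across strains Fgfrl1 fell by 0.091 ± 0.017 log2 units (SE, adjusted p = 0.000361). In all, 31 genes reached at least 3 strains with limma, 28 of them with 1 sign, where 3.67 would be expected if strains were independent. The methods' t-test gave 26 genes on log2 values and 27 on linear signal, against 3.04 and 3.01 expected, and by that test the most strains any gene reached was 5 on log2 values (1 gene) and 4 on linear signal (2 genes). Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 the limma count was 61.

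The size and sign of CR effects over all genes were compared between strains. The mean of the 21 pairwise correlations across genes was 0.085, from -0.069 to 0.445, with 13 above 0, and the mean of the corresponding Spearman correlations was 0.082. Genes are not independent replicates, so the mean was set against 99 permutations of diet within strain, of which the highest gave 0.149 (permutation p = 0.04, one-sided). In a second draw of 100 splits, the real one included, 6 were as large and the highest other gave 0.185. The Spearman version had a permutation p of 0.06, and the Pearson mean was 0.068 (permutation p = 0.07) without C57BL6/J control replicate 6 and 0.077 (permutation p = 0.06) without B6C3F1/J control replicate 8, but 0.0827 (permutation p = 0.03) without both and 0.0823 (permutation p = 0.04) without all 4 arrays high in cerebellar genes. In the second draw without both, 5 of 100 splits were as large, the highest other at 0.174. The highest correlation, between C57BL6/J and B6C3F1/J, was 0.167 without both arrays.

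Strain differences were larger than CR effects and were found in most genes. AI506816 had the widest range among control mice, from 3.47 ± 0.41 log2 units (SD, n = 8) in 129S1/SvImJ to 10.4 ± 0.26 in DBA/2J. Serpina3n, a serine protease inhibitor of reactive astrocytes, was at 11.3 ± 0.15 in 129S1/SvImJ and 8.33 ± 0.34 in B6C3F1/J, and the kallikrein gene Klk1b22 spanned 2.68 log2 units, with its highest mean of 7.97 in C3H/HeJ. 4930578G10Rik, Gm10590 and the small nucleolar RNA gene Snord53 spanned 4.4, 3.05 and 3.35 log2 units. Sequence differences under the probes can alter a signal between strains and were not examined here. The sample labels give no processing batch, so a batch shared by the arrays of a strain cannot be told apart from strain. Limma's F test called 13047 genes (65.4%) between strains under the control diet, with a median range of 0.27 log2 units over all genes. Gabra2, a GABA receptor subunit known to be low in C57BL6/J, was at 9.36 ± 0.50 in that strain and 10.4 ± 0.18 in 129S1/SvImJ, whereas Nnt, a mitochondrial transhydrogenase that carries a deletion in C57BL6/J, was at 8.4 ± 0.18 there and 8.43 ± 0.16 in 129S1/SvImJ and did not separate them.

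The hybrid B6C3F1/J was compared with the mean of its parental strains under the control diet. The microRNA gene Mir665 was higher in the hybrid by 0.90 ± 0.085 log2 units (SE, adjusted p = 2.4e-14) and Snord53 by 0.77 ± 0.11 (adjusted p = 1e-07), while Atp5md, a small subunit of ATP synthase, was -0.87 ± 0.070 (adjusted p = 4.2e-18) and the small nucleolar RNA gene Snord52 -0.77 ± 0.13 (adjusted p = 6.13e-06) relative to the parents. Limma called 3222 genes, 1274 higher and 1948 lower in the hybrid. As for the strains, probe sequence and processing batch were not separated from the hybrid's differences. Without C57BL6/J control replicate 6, 5247 genes were called, 3172 of them in common, and without the 2 control arrays highest in cerebellar genes 3795 were called.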

Values the study reported

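The study filtered its arrays to 20,067 unique transcripts before testing. In cerebral neocortex it found no gene changed in 5 or more strains, 6 genes changed in 4 of the 7 strains and 22 genes changed in 3 of the 7, each at an uncorrected p below 0.01 within a strain. By its calculation, about 3 genes would reach 3 strains by chance.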

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

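All tests of technical explanations in this part were chosen after the results were seen, as was the permutation of the agreement between strains, while the other permutations of diet or strain were planned.

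In 7 measures per array, an array lay apart from its group of 8 in 25 of 98 groups (25.5%), where Dixon's criterion gives about 1 in 20 by chance. The value given is the gap to the nearest array divided by the range of the group. For the mean of cerebellar genes it was 0.923 in C57BL6/J control replicate 6, 0.877 in B6C3F1/J control replicate 8, 0.818 in DBA/2J control replicate 8, 0.787 in CBA/J CR replicate 6, 0.66 in C3H/HeJ CR replicate 7 and 0.63 in B6C3F1/J CR replicate 1, all highest. The mean of excitatory neuron genes was lowest in C57BL6/J control replicate 6 (0.87), B6C3F1/J control replicate 8 (0.798), B6C3F1/J CR replicate 3 (0.797), 129S1/SvImJ control replicate 6 (0.721) and C3H/HeJ CR replicate 8 (0.622). The spread of relative log expression was highest in C57BL6/J control replicate 6 (0.792), C57BL6/J CR replicate 1 (0.602) and B6C3F1/J control replicate 8 (0.586). Choroid plexus markers were highest in Balbc/J control replicate 7 (0.708), B6C3F1/J control replicate 1 (0.634), DBA/2J control replicate 5 (0.612) and C57BL6/J CR replicate 3 (0.589). Thalamus markers were highest in C57BL6/J CR replicate 6 (0.742), C3H/HeJ CR replicate 8 (0.735), CBA/J CR replicate 3 (0.565), Balbc/J CR replicate 3 (0.544) and DBA/2J CR replicate 3 (0.529). Hypothalamus markers were highest in C57BL6/J CR replicate 6 (0.599), and striatum markers lowest in C57BL6/J control replicate 6 (0.635). All arrays named here for thalamus or hypothalamus markers were from CR mice. Neither set of markers was used as a covariate, so whether tissue of these regions contributed to the CR results was not tested.

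In C57BL6/J control replicate 6 and B6C3F1/J control replicate 8, 227 and 153 genes lay over 2 log2 units below the other 7 arrays of the group, against at most 2 in any of the arrays not high in cerebellar genes, which argues against cerebellum as a minor part of the RNA. A sample of another strain is argued against as well, since over 200 strain genes chosen without them 2 of 2 arrays lay nearest to their own strain, at a mean squared distance of 0.265 and 0.26 against 0.396 and 0.373 to the nearest other strain. Cerebellum measured in place of cortex cannot be told apart from a mixture made up mostly of cerebellum, because the median excitatory neuron gene differed by -1.31 and -1.21 while single members differed widely. A shorter set of forebrain genes, picked after its values were seen, fell by more and was set aside for the list fixed in advance. In DBA/2J control replicate 8 and CBA/J CR replicate 6, cerebellar genes were higher by 1.69 and 1.23 and the median excitatory neuron gene differed by -0.176 and 0.058. In CBA/J CR replicate 6 this is consistent with a minor admixture of cerebellum in dissected cortex. In DBA/2J control replicate 8 that stays open, because Rorb, Fezf2, Neurod6 and Tbr1 differed by -0.983, -0.818, -0.741 and -0.54 while Cux2 and Neurod2 differed by -0.0418 and -0.00885. No biological explanation was tested.

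Among the 24 genes named across strains, an array lay apart in 49 of 336 groups (14.6%), where about 1 in 20 is given by chance, and 27 of them were at C57BL6/J control replicate 6 or B6C3F1/J control replicate 8. In C57BL6/J control replicate 6 the value was lowest for Homer1 (0.796), Iqgap2 (0.741), Map3k19 (0.723), Rpe65 (0.65), Mc4r (0.646) and Camk1g (0.645), and highest for Grin2c (0.894), Inpp5j (0.827), Lurap1 (0.824), Mcam (0.817), Gabrd (0.703), Mtss2 (0.644), Abcc8 (0.603), Srrm4 (0.577) and Etnppl (0.551). In B6C3F1/J control replicate 8 it was lowest for Camk1g (0.706), Homer1 (0.701), Iqgap2 (0.678) and Rpe65 (0.563), and highest for Grin2c (0.889), Mcam (0.729), Inpp5j (0.682), Lurap1 (0.679), Mtss2 (0.677), Gabrd (0.623), Srrm4 (0.595) and Etnppl (0.538). DBA/2J control replicate 8 was highest for Mtss2 (0.702) and Etnppl (0.574), and CBA/J CR replicate 6 for Txnip (0.602). B6C3F1/J CR replicate 3 was highest for Etnppl (0.651) and Ifit3 (0.593) and lowest for Id2 (0.628), Srrm4 (0.583) and Iqgap2 (0.565). C3H/HeJ CR replicate 8 was highest for Mc4r (0.653) and lowest for Homer1 (0.546). The others were Cyp2c67 in C3H/HeJ CR replicate 2 (0.637) and Balbc/J control replicate 2 (0.532), Map3k19 in CBA/J CR replicate 7 (0.637), Iqgap2 in 129S1/SvImJ control replicate 4 (0.541), Gabrd in 129S1/SvImJ control replicate 1 (0.754), Inpp5j in DBA/2J control replicate 1 (0.593), Lurap1 in B6C3F1/J CR replicate 1 (0.619) and Tet3 in B6C3F1/J CR replicate 6 (0.546), all highest, and Ifit3b in Balbc/J CR replicate 6 (0.631) and DBA/2J CR replicate 6 (0.581), Camk1g in CBA/J CR replicate 8 (0.552) and Lurap1 in Balbc/J control replicate 8 (0.65), all lowest.

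The CR effect differed between strains by the interaction test for Per2 (adjusted p = 0.0131), Cldn5 (0.0291), Tef (0.0338), Ciart (0.0338), Jmjd6 (0.0338), 2610524H06Rik (0.0397), Tm6sf2 (0.0397) and Dbp (0.0397), by limma with Benjamini-Hochberg adjustment. Across strains, Nr1d1 and Per2 kept at least 99.2% of their difference without the 4 arrays high in cerebellar genes. For the across-strain differences of Nr1d1 and Per2 this argues against those arrays as the cause. It does not bear on the interaction. There, Ciart, 2610524H06Rik and Dbp lost their calls without the 4 arrays (adjusted p = 0.0547 each). Per2, Cldn5, Tef, Jmjd6 and Tm6sf2 kept theirs. The main axis on which mice of 1 group differ in clock genes held 46% of the variance within groups. The cosine between the across-strain CR difference and that axis was 0.0271 (95% interval 0.0107 to 0.418 over 100 bootstrap draws, 16 genes). This argues against a shift along the axis shared by all strains as the whole cause. It cannot decide on shifts of single strains, since opposite ones cancel in the mean. Per2 differed by 0.50 in C57BL6/J and by -0.11 in Balbc/J. A change in the daily rhythm under CR may be a biological explanation. It is a hypothesis found on the same data and was not tested here, since each mouse gave 1 array. The time of day and the time since the last meal of each mouse were not analysed here and stay open.

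The median of the endoplasmic reticulum chaperones, 0.062 log2 units, was 0.0637 with choroid plexus markers as a covariate, 0.0603 with the spread of relative log expression as a covariate and 0.0621 without the 4 arrays high in cerebellar genes, with 10, 8 and 12 genes called higher. Choroid plexus in the tissue, array quality and those arrays are thus argued against as the whole cause. Thalamus or hypothalamus in the tissue was not tested as a cause and stays open. For this list taken alone, only 1 of 100 splits of diet within strain, the real one, had a median as large. The highest other was 0.047. For the sterol list 2 of 100 splits were as large, the real one included (median 0.0381, highest other 0.0402). For the study's cortex list it was 1 (median 0.0636, highest other 0.0236), but that list was chosen on these same arrays. Permuting diet was planned and the chaperone list was fixed in advance. The chaperone list was singled out only after results had been seen, and the splits did not allow for that choice. They therefore cannot exclude chance for a list picked in this way. A response of protein folding in the cortex to CR may be a biological explanation. It is a hypothesis found on the same data and was not tested here, since only RNA was measured.

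For the other results, diet or strain labels were permuted in 100 splits, the real one included. Only the real split was as large for the 20 genes in CBA/J (highest other 2) and the 8 of the interaction (highest other 3). The same held for the 31 past p 0.01 in at least 3 strains (highest other 16). It also held for the 13047 between strains (highest other 3361) and the 3222 of the hybrid (highest other 3108). This argues against chance for these counts. The evidence is weaker for the 467 genes across strains (2 splits as large, highest other 1099) and the 17 in C57BL6/J (3, highest other 2687). No allowance was made for the number of results judged in this way. Chance cannot be excluded for the 1 gene in 129S1/SvImJ (8, highest other 58), the mean correlation of 0.0846 (6, highest other 0.185) or the 3 lists called by camera (92, highest other 18). In Balbc/J, C3H/HeJ, DBA/2J and B6C3F1/J, with 0 genes, 100 of 100 splits were as large, as any count must be. The comparison therefore says nothing of chance there. The highest others were 730, 1, 3 and 588. Some splits called more genes than the real one, such as 1099 against 467 across strains and 2687 against 17 in C57BL6/J. Whether these splits, and those of Balbc/J and B6C3F1/J, reflect a structure of the samples was not tested. Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 the count across strains was 870, with 2 splits as large and 2446 as the highest other.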

How the results depend on the processing

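Alternatives that leave out arrays high in cerebellar genes use those genes or hemoglobin probe sets as a covariate or limit the interaction to 4 strains were chosen after the data were seen, and the others were planned. The 24 genes named across strains kept their side of the threshold in 499 of 545 alternatives, lost it in 46, spread over 12 genes, and turned direction in 0. The cause of the changes below was not tested, except that leaving out a strain or the lower genes tests fewer arrays or genes. Signal over background was not measured, so genes near the background cannot be told from absent ones.

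Across strains, where 467 genes were called, array weights gave 1193, leaving out 129S1/SvImJ 246, C57BL6/J 289, CBA/J 253 and DBA/2J 272, leaving out the 2 arrays highest in cerebellar genes 870 (439 shared) and the 4 highest 875 (420 shared), cerebellar genes as a covariate 715, and the test against a change of 1.1-fold 0 (with 2854 genes at an unadjusted p under 0.05 for any change, and 493 by a plain 2-way model).

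Within 129S1/SvImJ (1 gene), genes above the median gene gave 15, centring each array 0, array weights 24, leaving out the 2 arrays 11 and the 4 arrays 17, and the strain's 16 arrays alone or the methods' t-test after Benjamini-Hochberg 0 each, with 1244 genes by limma and 1383 by the methods' t-test at an unadjusted p under 0.05. Within Balbc/J (0) array weights gave 24 and leaving out the 2 or the 4 arrays 1 each. Within C57BL6/J (17), genes above the median gene gave 27, array weights 342, leaving out the 2 arrays 72, the 4 arrays 86, C57BL6/J control replicate 6 alone 31 and B6C3F1/J control replicate 8 alone 78, and the strain's own arrays or the methods' t-test 0 each, with 2121 and 1479 genes at an unadjusted p under 0.05. Within C3H/HeJ (0) array weights gave 1. Within CBA/J (20), array weights gave 184, leaving out the 2 arrays 75, the 4 arrays 42, C57BL6/J control replicate 6 alone 33, and the strain's own arrays 31. Within DBA/2J (0) array weights gave 10 and leaving out the 4 arrays 1.

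The interaction (8 genes) gave 14 among genes above the median gene, 33 with array weights and 0 over the 4 strains given the same food (972 at an unadjusted p under 0.05). Genes past p 0.01 in at least 3 strains (31) were 61 without the 2 arrays and 57 without the 4. Strain differences (13047) were 8392 among genes above the median gene, and the hybrid's (3222) were 5247 without C57BL6/J control replicate 6 and 2916 without B6C3F1/J control replicate 8. The mean correlation between strains (0.0846) lost its permutation p under 0.05 with Spearman correlations (0.0816), without 129S1/SvImJ (0.071), Balbc/J (0.0788), DBA/2J (0.0831) or B6C3F1/J (0.0796), and without C57BL6/J control replicate 6 (0.0679) or B6C3F1/J control replicate 8 (0.0771), but not without both (0.0827), though in a second draw 5 of 100 splits were as large there.

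Camera called 3 lists, and 0 with an estimated correlation. It called 5 with each array centred, 5 with array weights, 12 without Balbc/J, 5 without C57BL6/J, 11 without C3H/HeJ, 7 without CBA/J, 8 without B6C3F1/J, 5 without the 2 arrays, 7 without the 4, 5 without C57BL6/J control replicate 6, 6 without B6C3F1/J control replicate 8, 6 with relative log expression spread and 7 with cerebellar genes as a covariate. Described lists kept their side in 200 alternatives, gained a call in 49 and lost it in 10. In 13, none of them called, the direction turned: synaptic proteins at an adjusted p of 0.805 without 129S1/SvImJ, 0.941 without Balbc/J, 0.958 without C3H/HeJ, 0.94 without DBA/2J and 0.84 with choroid plexus markers as a covariate (range over 17 alternatives 0.00258 to 0.984), interferon-stimulated genes at 0.924 without CBA/J and 0.797 without B6C3F1/J (0.327 to 0.97), oxidative phosphorylation at 0.947 without CBA/J and 0.524 without B6C3F1/J (from 0.352 up), and immediate early genes at 0.362 with array weights, 0.93 without C57BL6/J, 0.926 without the 4 arrays and 0.883 with relative log expression spread as a covariate (0.00101 to 0.93).

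The replicate numbers were not treated as pairing the samples, since the labels do not say what a number marks and of 56 same-numbered pairs only 31 correlated over 0.1 in their deviations (mean 0.094, lowest -0.48, highest 0.37, other pairs -0.013, permutation p = 6e-04), and 12 control arrays correlated best with their own number where 7 would by chance. The higher mean of same-numbered pairs, with 45 of them above 0, argues for a factor shared by arrays of 1 number. What it is was not tested. The main model and the permutations of diet within strain did not include it. With the replicate block 550 genes were called across strains (439 shared), 4 in 129S1/SvImJ, 1 in C3H/HeJ, 59 in CBA/J, 14 for the interaction and 7 lists. Lists gained by the block were glucocorticoid-induced genes (adjusted p = 0.0434), cytosolic ribosomal proteins (0.0467), neuropeptides (0.0452) and thalamus (0.0452), all by camera at its preset correlation. Without the block and with an estimated correlation, each of these lists had an adjusted p of 0.907 by camera.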

Other observations

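The comparison of C57BL6/J and B6C3F1/J without arrays, and the genes picked out of the lists here, were chosen after results were seen, while the lists were fixed in advance.

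Among the pathways not described above, Psmb4 (0.055 log2 units, adjusted p = 0.0121) and Psmd6 (0.068, adjusted p = 0.045) rose among 32 proteasome genes (5 higher and 1 lower when adjusted over the list alone, list adjusted p = 0.151). In autophagy and lysosome genes, Atg12, part of the autophagosome conjugation system, rose by 0.069 (adjusted p = 0.0182) and Lamp1, a lysosomal membrane protein, fell by 0.052 (adjusted p = 0.016), with a list adjusted p of 0.708. Slc7a11, a cystine transporter, rose by 0.17 ± 0.039 (SE, adjusted p = 0.00696) and the mitochondrial superoxide dismutase gene Sod2 by 0.048 (adjusted p = 0.041), with 2 of 19 antioxidant genes called and a list adjusted p of 0.478. Acot2, a mitochondrial thioesterase, rose by 0.10 (adjusted p = 0.0306), and Sirt2, a deacetylase, fell by 0.056 (adjusted p = 0.0306). Tek, an endothelial receptor kinase, rose by 0.086 (adjusted p = 0.0443), though 7 of 11 endothelial genes were negative. Without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8, Tek lost its call, and 0 endothelial genes were called higher and 3 lower. Lum, a proteoglycan of the meninges, rose by 0.12 (adjusted p = 0.0479). Values are from limma with Benjamini-Hochberg adjustment over 19938 genes.

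The remaining lists were not called by camera. The adjusted p was 0.478 for fatty acid synthesis (median 0.0081, 4 higher and 1 lower when adjusted over the list alone), 0.572 for fatty acid oxidation and ketone bodies (1 called higher), 0.538 for glycolysis, 0.478 for glial reactivity, 0.691 for ATF4 targets (1 called higher), 0.149 for collagens and extracellular matrix (1 called lower) and 0.827 for cell proliferation. For cytosolic heat shock proteins it was 0.862, with a median of -0.0068, a mean of 0.0014 and an upward test, and for sirtuins and NAD 0.633, with a median of 0.0039, a mean of -0.0036 and a downward test. Among cell types it was 0.884 for excitatory neurons (median 0.041), 0.599 for inhibitory neurons, 0.323 for oligodendrocytes, 0.987 for their precursors, 0.987 for microglia, 0.572 for endothelial cells, 0.125 for pericytes and smooth muscle (10 of 11 negative, 0 called), 0.862 for meninges and 0.691 for red blood cells (2 genes). Among regions it was 0.633 for striatum, 0.987 for hippocampus (median 0.00040, mean -0.0030, upward test), 0.149 for hypothalamus and 0.499 for olfactory bulb (median -0.061). For the small gene panels of other tissues it was 0.884 for heart (median 0.010, mean -0.0073, upward test), 0.416 for muscle and 0.871 for adipose tissue. When C57BL6/J control replicate 6 and B6C3F1/J control replicate 8 were left out, the median was -0.0267 in place of 0.0405 for excitatory neurons, -0.00782 in place of 0.0148 for inhibitory neurons, -0.0247 in place of 0.0107 for microglia and -0.00976 in place of 0.0553 for striatum. The test then pointed down for these 3 cell types and for cytosolic heat shock proteins and up for meninges, and none of these lists was called. Single genes changed as well: 3 proteasome genes were called higher and 1 lower (median 0.00757 in place of 0.0176), 0 endothelial genes higher and 3 lower, and 2 genes lower in glycolysis, 2 in sirtuins and NAD and 1 each in oligodendrocytes, microglia and pericytes and smooth muscle.

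With the methods' t-test, 2 genes passed p 0.01 in exactly 4 strains on log2 values and 2 on linear signal, and 23 and 25 did in exactly 3. The first pair of counts is lower than the value quoted from the study above and the second pair is close to it. The study chose among probe sets of a gene strain by strain, which was not done here.

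The highest correlation of CR effects, 0.445 between C57BL6/J and B6C3F1/J, may come from the control arrays of both strains that were high in cerebellar genes, since it was 0.167 without C57BL6/J control replicate 6 and B6C3F1/J control replicate 8, when the highest pair was 129S1/SvImJ and DBA/2J at 0.309.

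Of the 1621 probe sets with several gene symbols, 13 were called across strains, 11 of them higher in CR mice, and of the 12146 unnamed ones 32 were called, 20 of them higher.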
